A study of Mus musculus with 8 samples.

How the data were processed

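RNA associated with polysomes was sequenced from the main olfactory epithelium of mice in 8 libraries. Per the labels' protocols, tissue was treated with 100 µg/mL cycloheximide at dissection, lysates were spun through sucrose gradients, and about 42 fractions of 350 µL were collected. A volume of 50 µL of each fraction was pooled into early polysomes (fractions 27 to 34) or late polysomes (fractions 35 to 42), and stranded total RNA libraries were prepared with a low-input kit. Wild-type (WT) mice carried floxed Mex3a without Cre, and conditional knockout (cKO) mice carried Cre with both Mex3a alleles floxed; the Cre line is not reported here. Each of the 4 groups (WT early, WT late, cKO early, cKO late) held 2 libraries. Groups and replicate numbers were taken from the sample titles. The WT early library of replicate 2 carries the cKO genotype tag, against its title. It was kept as WT, and its Mex3a level is reported with those of the other libraries.

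The authors deposited 1 table of transcripts per 1000000 (TPM) for 21765 gene symbols, with 1 column per library, each summing to 1000000. The aligner, the counting method, the genome build and the annotation are not stated in the labels or the table. No mitochondrially encoded gene is listed in the table. Of the rows, 27 carry symbols that a spreadsheet had turned into dates, 24 of which were tested and none named. TPM states no depth. Since the values of a gene across libraries were whole multiples of a step, whole reads were inferred for the 19783 genes above 0 in at least 2 libraries (100% of these, within a tolerance of 0.001). Another 1009 genes were above 0 in 1 library only. Inferred reads sum to between 7776859 and 12771177 per library, lowest in cKO late replicate 2. On simulated libraries, 98.4% of 19384 genes came back with the exact number of reads. The smallest whole numbers were taken, so a gene with equal reads in each library where it is seen returns 1 by construction. Inferred reads give the likely depth behind each value and served a test added after the data were seen, while the main tests used TPM.

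TPM was scaled between libraries by median ratios (factors 0.937 to 1.07), and log2(scaled TPM + 1) was tested with limma 3.58.1 in R 4.3.3. Fold changes are on this scale, which understates the change of low genes. Tests covered the 16097 genes with a mean deposited TPM of at least 1. The 4 groups were fitted together, with empirical Bayes moderation and a mean-variance trend, and p-values were two-sided and adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Contrasts were cKO against WT in each fraction, late against early in each genotype and on average, and the interaction of genotype and fraction. Genotype was also tested on the mean of the early and late values of each lysate (2 WT and 2 cKO lysates), since libraries of a lysate are not independent replicates of a genotype. Gene sets were tested with camera at a preset correlation of 0.01, adjusted over 84 tests of 12 sets. A list of mitochondrially encoded mRNAs had 0 genes in the table and was not tested.

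Library names give the early and late library of each genotype and number the same lysate name, so late against early was paired by lysate in an alternative fit. Deviations from group means of the early and late libraries of a lysate correlated across genes at 0.0865 in WT and 0.0503 in cKO. No label says that a replicate number marks a batch or day shared by WT and cKO lysates.

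Genes named in the text were Mex3a and, for each comparison, up to 3 rising and 3 falling genes with the largest log2 change among those past the threshold. These also needed a mean scaled TPM of at least 5 in a compared group, libraries that did not overlap between groups, and a symbol that was not a placeholder. Other genes were named after their values were seen, and this is said where they appear.

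Gene lengths, GC content and positions came from GENCODE on GRCm38, which held 95.9% of the symbols; it may not be the authors' annotation. Alternatives, listed before the data were examined, were pseudocounts of 0.1 and 0.5, no filter on low values, a mean TPM of at least 5, TPM as deposited, quantile normalization, no mean-variance trend, leaving out each library, replicate blocks, only the 4 libraries compared, lysate as a random effect, and fry or estimated correlations for gene sets. A test on the inferred whole reads with voom from limma, and a filter of a mean of at least 10 reads, were added after seeing the data. For lysates, voom used the summed early and late reads in place of the mean. On simulated libraries in which 200 genes changed 3-fold, the test on log2 TPM recovered 198 genes in early, 197 in late and 200 in lysate-mean comparisons of 15972 genes, with 14, 16 and 26 false calls. In the interaction, where no gene was changed, it gave 4 false calls. Voom recovered 200, 199 and 200 genes of 15971, with 9, 9 and 28 false calls, and gave 0 in the interaction. Changed genes were drawn only from those with more reads. Libraries were simulated independently, with a single dispersion of 0.0064 for all genes. Recovery thus says nothing of genes with few reads, smaller changes, a true interaction or variation shared within a lysate. Camera and fry each called a changed set of 50 genes in 3 of 3 comparisons, and random sets in 0 of 48 tests. Simulated genes were drawn independently, so this check says nothing of sets with correlated genes. Figures were drawn with matplotlib 3.10.9. Standard errors cover the spread between libraries.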

Results

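Polysome gradients separate transcripts by the number of ribosomes they carry, with heavier polysomes further down the gradient. Early (lighter) and late (heavier) polysome RNA of the main olfactory epithelium was compared between WT mice and mice in which Mex3a, an RNA-binding protein gene, was conditionally deleted with Cre. Each combination of genotype and fraction had 2 libraries. The depth inferred from TPM steps was 12109174 and 11699778 reads in WT early, 12341641 and 12771177 in WT late, 11470164 and 10286915 in cKO early, and 10289527 and 7776859 in cKO late libraries (replicates 1 and 2). Per library 17852 to 18966 genes were above 0. Replicates of a group correlated across genes at 0.978 to 0.985 (log2 scale), and early and late libraries of a lysate at 0.902 to 0.951. The first principal component held 69.3% of the variance and separated late from early libraries.

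The targeted gene was examined first. Mex3a lies on chromosome 3 at 88532395 to 88541396 on the plus strand of GRCm38, although the authors' build is not stated. Its deposited TPM in WT was 97.4 and 115.6 in early libraries and 93.2 and 95.6 in late libraries. In cKO it was 13.9 and 19.8 in early libraries and 11.1 and 13.8 in late libraries. The WT early library with the conflicting genotype tag was the one at 115.6. After scaling, mean Mex3a was 108 ± 14.02 TPM in WT early and 17.8 ± 4.70 in cKO early libraries (SD, n = 2 each), leaving 16.5% of the WT level. In late libraries it was 88.8 ± 0.618 TPM in WT and 12.0 ± 1.54 in cKO (SD, n = 2 each), leaving 13.5%. Between 215 and 3208 inferred reads per library lay behind these values. The log2 change was -2.55 (SE 0.18, adjusted p = 0.00459) in early and -2.80 (SE 0.18, adjusted p = 0.0028) in late polysomes by limma. On lysate means it was -2.68 (SE 0.14, adjusted p = 0.0224). The interaction was -0.24 (SE 0.25, adjusted p = 1.0), within the error.

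**Figure D1:**
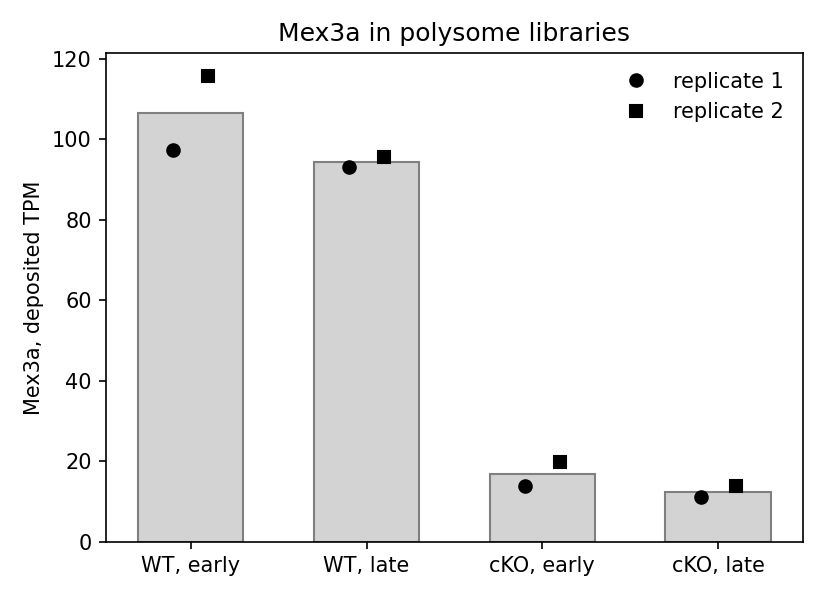
Deposited TPM of Mex3a (y axis) in each of 8 libraries by genotype and polysome fraction; bars are means of 2 replicates and points are libraries. The WT libraries lie between 93.2 and 115.6 TPM and the cKO libraries between 11.1 and 19.8.

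The genotype comparison asked which transcripts change on polysomes when Mex3a is lost. In early polysomes 7 of 16097 genes passed an adjusted p of 0.05 by limma, 3 higher and 4 lower in cKO, and 1067 had an unadjusted p under 0.05. The count moved most in the fit of only the 4 early libraries, to 0, with 1049 at an unadjusted p under 0.05. Mup4 rose by 1.92 log2 (SE 0.20, adjusted p = 0.0329), on 435 to 2765 reads per library, and was higher in 2 of 2 cKO early libraries. Its call was lost in 5 alternatives, including without WT late replicate 1 (adjusted p = 0.0949) or replicate 2 (0.0951) in the shared fit, and its adjusted p ranged from 0.000201 to 0.149. Mir6541, Mir6362 and Mir7212 also passed by the rule for named genes. They rested on at most 1, 5 and 4 inferred reads in any library, and none passed in the test on whole reads. Their fold changes between genotypes in early polysomes are therefore not given. The remaining calls, named after their values were seen, were 5430401F13Rik, which rose by 1.63 log2 (SE 0.19, adjusted p = 0.0461), and Nefl, at -1.86 (SE 0.20, adjusted p = 0.0329).

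In late polysomes 2 genes passed, Mex3a and Mir6541, the latter on at most 1 inferred read per library. At an unadjusted p under 0.05 were 1501 genes. On lysate means 1 gene passed in the main test, Mex3a, with 1816 genes at an unadjusted p under 0.05. The test on whole reads, added after seeing the data, called 12 genes in early polysomes, 15 in late polysomes and 58 on lysate sums. Sums weight the fractions by their reads, so the 58 calls and the lysate-mean count rest on unlike quantities. Of the 58, 20 were higher and 38 lower in cKO, and all 58 kept their direction in the main test. On simulated libraries this test gave 28 false calls beside 200 true ones on lysate sums. Across 16097 genes, the genotype effects in early and late polysomes correlated at r = 0.311, against 0.0865 and 0.0503 for the differences between lysates of a genotype; genes are not independent replicates.

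The interaction asked whether transcripts shift between light and heavy polysomes when Mex3a is lost. A single gene passed, Mir6541, on 4 inferred reads over all libraries, and 451 genes had an unadjusted p under 0.05. The same test gave 4 calls on simulated libraries without an interaction. The test on whole reads called 0 genes, with 396 at an unadjusted p under 0.05.

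Late and early polysomes differed in 11094 genes on average over genotypes, 5498 higher and 5596 lower in late polysomes. In WT 8828 genes passed and in cKO 9340. Of these, 7812 passed in both genotypes, 7810 of them in the same direction, and the changes correlated across genes at r = 0.889. Without scaling, the share of calls higher in late polysomes moved from 49.6% to 56.2%, with a median over all genes of 0.087 log2. The largest rises on average were Aldoc (1.81 log2, SE 0.18, adjusted p = 4.96e-05), Aqp3 (1.79, SE 0.15, adjusted p = 2.88e-05) and Ubb (1.70, SE 0.10, adjusted p = 1.92e-05). Each was higher in late libraries of 4 of 4 lysates. The largest falls, Mir3101, AF357359 and Mirlet7a-1, had at most 6, 12 and 11 reads in any library. Adjusted p-values were 7.05e-05, 0.00708 and 0.00872.

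Within WT, the largest rises were Mir6541, Aldoc (1.67 log2) and Ubb (1.60), and the largest falls Snord38a, Mir6362 and Mir3101. Within cKO they were Aqp3 (2.02), Aldoc (1.95) and Snord38a, and AF357359, Mir7036b and Stfa2. Snord38a and Mir7036b had at most 6 and 3 reads per library. Stfa2 had 22 and 29 reads in cKO early and 2 and 0 in cKO late libraries. In the test on whole reads, the Mir6541 rise in WT (adjusted p = 0.167) and the Mir7036b fall in cKO (0.0719) failed the threshold. The Snord38a rise in cKO, on 0 to 2 reads, also failed it there (adjusted p = 0.184). Its adjusted p ranged from 0.0256 to 0.184 over alternatives.

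Position on the gradient was set against coding length. Across 14664 genes, the late-minus-early change correlated with the longest coding sequence at Spearman's rho = 0.633. In the 4 lysates taken alone rho was 0.596 and 0.612 in WT and 0.601 and 0.607 in cKO. The value moved most with the longest transcript in place of the coding sequence, to 0.338. Genes are not independent replicates. Of 10 equal bins, the one with the shortest coding sequences (median 417 nt) had a median change of -1.12 ± 0.20 log2 (SD, n = 4 lysates), and the one with the longest (median 4551 nt) 0.49 ± 0.085.

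**Figure D2:**
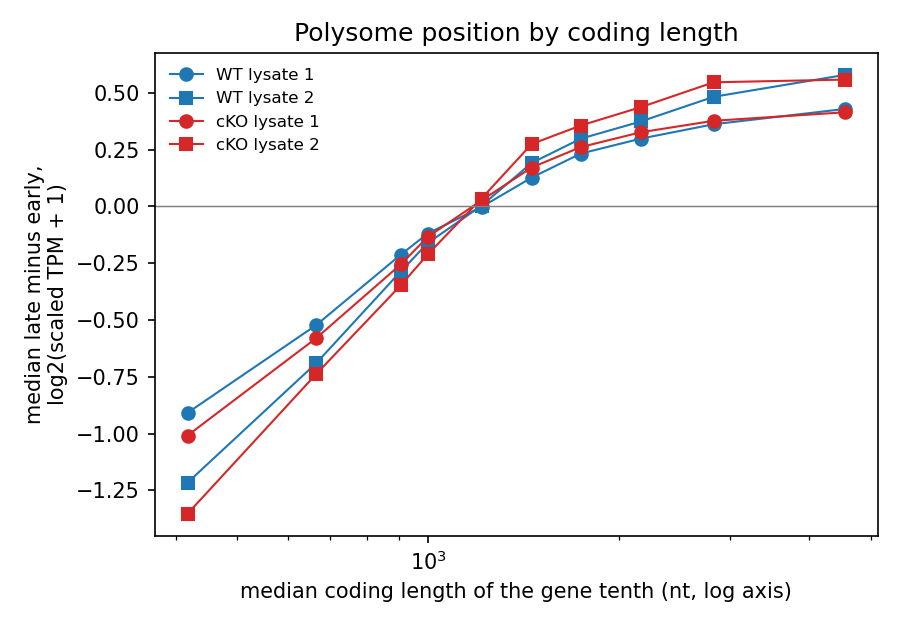
Median late-minus-early change in log2(scaled TPM + 1) (y axis) against median coding length in nt (log x axis) for 10 bins of 14664 genes, with a line for each of 4 lysates. Medians run from -1.12 in the shortest to 0.49 in the longest bin, averaged over lysates.

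Fixed gene sets were tested in each comparison. Camera called 25 of 84 set tests, 17 in fraction and 8 in genotype or interaction comparisons. Of these 25, 14 held under fry, all in fraction comparisons, and 0 with an estimated correlation. Between late and early polysomes, the median change was -1.13 for 79 cytosolic ribosomal protein genes (adjusted p = 4.12e-12), -1.32 for 58 histone genes (adjusted p = 1.74e-13) and -0.81 for 12 untranslated long RNAs (adjusted p = 0.0131). It was 1.22 for 15 sustentacular (supporting) cell markers (adjusted p = 0.00102). These sets passed under fry at adjusted p of 0.0172, 0.00467, 0.0162 and 0.0162. Neither test matched sets for coding length. The bin of genes with the shortest coding sequences had a median of -1.12 by itself. A set effect and the length trend were therefore not told apart. Markers of globose basal and progenitor cells (median 0.36, adjusted p = 0.0406) and of horizontal basal cells (0.73, adjusted p = 0.0434) also passed under both tests, but the latter set left the threshold without scaling (adjusted p = 0.0523) and with a pseudocount of 0.1 (0.0505). Olfactory receptor genes had a median of -0.21 (adjusted p = 0.00958), which was -0.066 under quantile normalization and -0.31 on whole reads, and did not pass under fry (adjusted p = 0.0703). Camera, which compares a set with the other genes, did not call mature (0.47) or immature (0.29) neuron markers or ER and Golgi trafficking genes (0.036), while fry, which tests the set alone, called all 3 (adjusted p = 0.0172, 0.0162 and 0.0298). Translation factors (0.14) and unfolded protein response genes (0.21) were called by neither test.

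**Figure D3:**
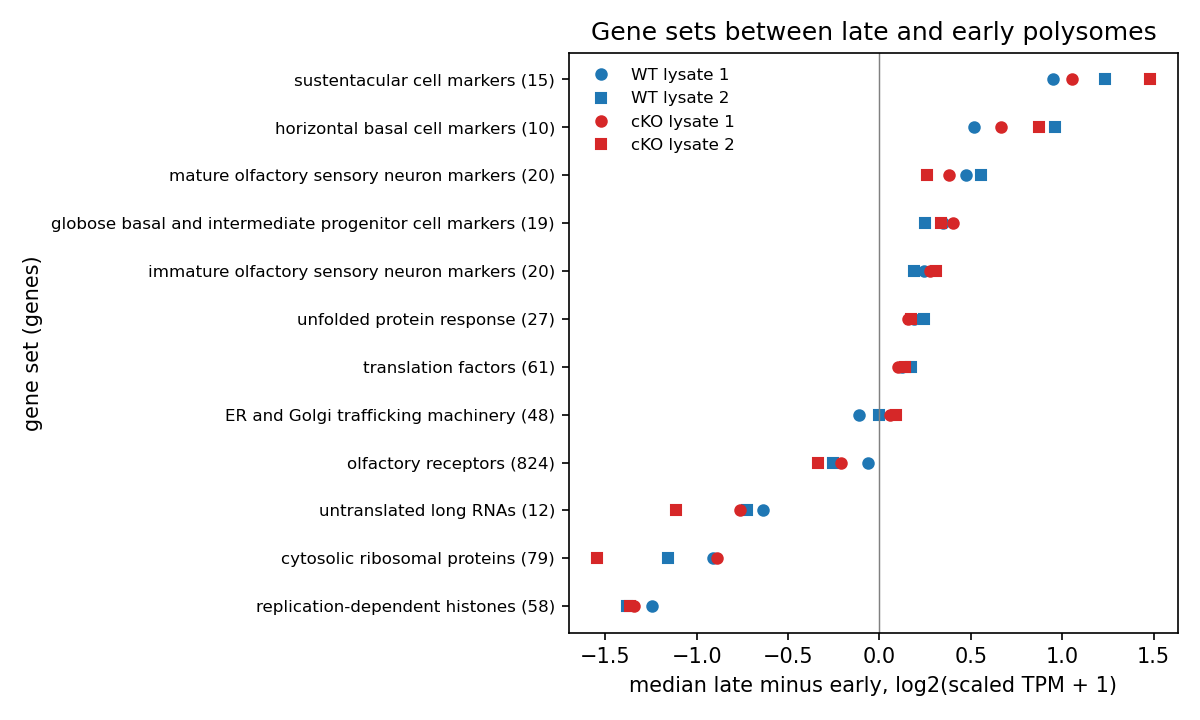
Median late-minus-early change in log2(scaled TPM + 1) (x axis) of 12 gene sets (y axis, with gene numbers), with a point for each of 4 lysates. Histone and ribosomal protein genes lie lowest, at means of -1.33 and -1.13 over lysates, and sustentacular cell markers highest, at 1.18.

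Between genotypes, camera called histone genes higher in cKO in early (median 0.21), late (0.19) and lysate-mean (0.20) comparisons. Ribosomal protein genes were higher in early polysomes (0.17) and on lysate means (0.071). The lysate-mean value was 0.025 without scaling and 0.039 under quantile normalization. On whole reads, summed over each lysate rather than averaged, the median was 0.19. Olfactory receptor genes were lower in late polysomes (-0.11), by a median that was -0.13 without scaling, -0.052 under quantile normalization and -0.15 on whole reads. In the interaction, receptor genes had a median of -0.13 (adjusted p = 0.00152), which was -0.065 under quantile normalization and -0.19 on whole reads. Ribosomal protein genes had an interaction of -0.16 (adjusted p = 0.0107), which was -0.11 under quantile normalization. None of these 8 calls passed under fry. For receptor genes, 0 of 824 passed in each genotype comparison over all genes, while 11 in early, 8 in late and 15 on lysate means passed when adjusted over the list alone; 110, 121 and 149 had an unadjusted p under 0.05. The early receptor median was 0.015 with scaling and -0.024 without. Mature neuron markers, ER and Golgi trafficking genes and unfolded protein response genes were not called in early, late or lysate-mean comparisons, and 0 genes of these lists passed when adjusted over the list alone. At an unadjusted p under 0.05 were 1, 2 and 1 mature neuron markers, 5, 3 and 3 trafficking genes, and 0, 1 and 3 unfolded protein response genes. Adjusted over the list alone, 4 histone genes passed in late polysomes and 3 on lysate means, 1 immature neuron marker in early polysomes, and 2 progenitor markers on lysate means.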

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

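The tests on read number and on overlap of lysates were chosen after these results were seen, while fry and the tests on GC content and length were chosen before.

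Mir6541 stood out because its change between fractions differed between genotypes, with an interaction of -5.67 log2. It had 4 inferred reads over the 8 libraries, 1 in each WT late and each cKO early library. Equal reads return 1 by construction, so these are the smallest counts possible and the true ones may be higher. A technical explanation, few reads on a short gene whose TPM is large per read, is consistent with this, since the test on whole reads gave an adjusted p of 1.0 (4.8e-05 to 1.0 over alternatives). A biological shift of this transcript cannot be seen at this depth.

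The olfactory receptor set differed between genotypes in its change between fractions, with a median interaction of -0.13 log2 and 546 of 824 genes negative. Limma's fry, which keeps the correlation between genes, gave an adjusted p of 0.586 (0.356 before adjustment). Camera gave an adjusted p of 0.000424 to 0.00189 over the alternatives run with its preset correlation. With an estimated one it gave 0.841, as it also did for histone genes between late and early polysomes (median -1.32). It called 0 of 84 sets, so the estimated version cannot decide here. The late-minus-early medians were -0.060 and -0.26 in WT and -0.21 and -0.34 in cKO lysates, so the genotypes overlapped, and their means differed by -0.12. Between lysates of the same number the difference was -0.15 and -0.083. With 2 lysates per genotype, variation between lysates and genotype cannot be told apart. With GC content and transcript length removed from each library, the median was -0.056. Correlated genes and a GC or length trend may each account for the shift, and an effect of Mex3a loss stays open.

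The cytosolic ribosomal protein set was also lower in late polysomes of cKO relative to WT, with a median interaction of -0.16 log2 and 67 of 79 genes negative. Limma's fry gave an adjusted p of 0.827 (0.669 before adjustment). Camera gave 0.00682 to 0.0163 adjusted over the alternatives run with its preset correlation. With an estimated one it gave 0.874, but that version called 0 of 84 sets and cannot decide here. Lysate medians were -0.91 and -1.15 in WT and -0.89 and -1.55 in cKO, a difference of means of -0.18 that rested on cKO lysate 2, since cKO lysate 1 lay above both WT lysates. Between lysates of the same number it was 0.023 and -0.39. With GC content and length removed the median was -0.098, so that a GC or length trend and genotype cannot be told apart, given the spread between lysates. Variation between lysates could account for the shift.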

How the results depend on the processing

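Late against early polysomes kept its counts within 1.5 times under every alternative run. Counts were 9973 to 10781 genes on average over genotypes in the 8 fits that each left out 1 library, and 8608 to 8963 in WT and 8965 to 9087 in cKO in the 4 fits that left out a library of the other genotype. Pairing by lysate as a replicate block gave 11001, 8652 and 9229 genes and an interaction count of 1, and changed no call count by over 1.5 times. Libraries of a replicate number are consecutive in the library names, so WT and cKO may share a processing run, but no label states one. Deviations of WT and cKO libraries of a number correlated at 0.332 in early and 0.143 in late libraries. A replicate block on the number gave 7 genes in early and 2 in late polysomes, and 80 on lysate means (3422 unadjusted), where the main count was 1. It gave 30 gene sets.

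The genotype counts, small from the start, moved in several alternatives. In early polysomes the count of 7 became 11 with no filter on low values, 2 with a mean TPM of at least 5, 0 (1049 at an unadjusted p under 0.05) in the fit of only the 4 libraries compared, 12 with voom on whole reads and 4 with a mean of at least 10 reads. It ranged from 5 to 9 across the 4 fits that each left out a late library. Fits without an early library leave 1 in a group and were not tested. In late polysomes the count of 2 became 1 with a pseudocount of 0.1, with a mean TPM of at least 5, in the fit of only the 4 libraries and with a mean of at least 10 reads, 4 with no filter, 5 without a trend and 15 with voom. It ranged from 1 to 2 across the 4 fits that each left out an early library, being 1 without either cKO early library. On lysate means the count of 1 became 0 with no filter (2115 unadjusted) and without a trend (1669 unadjusted). It became 3 with a mean of at least 10 reads, 58 with voom on lysate sums and 77 with lysate as a random effect. The random effect gave a correlation within lysates of -0.0328, so it treats both fractions nearly as independent. The interaction count of 1 became 6 with no filter, 2 without a trend, and 0 with a mean TPM of at least 5 (312 unadjusted), with at least 10 reads (431) and with voom (396). The filter on reads removes genes with few reads by its construction, and for the other changes the cause was not tested.

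Mex3a was lower in cKO in each alternative run, leave-one-out fits included. Its adjusted p left the threshold in early polysomes with only the 4 libraries compared (-2.55 log2, adjusted p = 0.0858), and on lysate means with no filter (-2.67, adjusted p = 0.165) or without a trend (-2.68, adjusted p = 0.0667). The cause was not tested. Leaving out libraries gave -2.81 to -2.30 in early, -2.92 to -2.68 in late and -2.87 to -2.49 on lysate means.

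Camera with an estimated correlation called 0 of 84 sets, where the preset gave 25; fry called 24. The coding-length correlation was 0.338 with the longest transcript and 0.641 with a mean TPM of at least 5, and 0.596, 0.612, 0.601 and 0.607 in single lysates. It ranged from 0.628 to 0.631 across the 4 fits that each left out a lysate. The SD between lysates was 0.00683, and the cause of the larger differences was not tested. Over named genes and sets and their alternatives, 68 values left the threshold, 18 moved by more than the spread, 489 did neither, and none of these reversed. Genes with under 10 reads on average, 697 of those tested, are where depth limits a fold change most.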

Other observations

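The tests on splits, receptor correlations and chromosomes, gland transcripts, reads shared with Mex3a and trends between lysates were chosen after the results were seen. Genes in this part were also named after their values were seen.

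Of the 35 splits of the 8 libraries into 4 and 4, 1, the real one, gave as many genes between late and early polysomes in a 2-group fit (10908; the next gave 4). Among the 8 splits that part every lysate, 1 gave as many, which is the smallest share that number allows.

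Some olfactory receptor genes were lower in cKO. In the main test on lysate means, 445 of 824 receptor genes were lower and 379 higher, with a median of -0.033. The test on whole reads on lysate sums called 16 receptor genes, 14 lower and 2 higher, including 5 lower genes on chromosome 14. Olfr1507 was at -1.47 log2 (SE 0.12, adjusted p = 0.00222), while it was 0.126 in the main test and 0.00222 to 0.224 over alternatives. Receptor genes may share reads with close paralogs, which was not tested, so single genes are uncertain. Across 824 receptor genes, the genotype effects in early and late libraries correlated at 0.573, against 0.0492 and -0.0161 for differences between lysates of a genotype, which argues against variation between lysates. Among 410 receptor genes with at least 222 reads the value was 0.695. A uniform loss of mature neurons alone would shift receptor genes alike and leave it near 0. A constant shift does not change a correlation, so such a loss beside these changes is not excluded. The 12 mature neuron transcripts outside the family had a median of -0.11, with 11 lower and 1 higher. Strain alleles in cis, linked to Mex3a, are argued against for the 16 called genes alone, since all lie on chromosomes other than 3. Only 1 of 817 receptor genes with a position lies on chromosome 3. The count of called genes elsewhere was thus nearly fixed beforehand and is no test for the family. Neighbouring receptor genes changed together, with a correlation of 0.172 and a permutation p of 1e-04, the smallest that 9999 shuffles can give. Between lysates of a genotype the correlation was 0.0103 and -0.0222. Without the cluster of Olfr1507 it was 0.128 with a permutation p of 2e-04, so the pattern did not rest on that cluster alone. A shift from ventral to dorsal epithelium cannot be told apart, since ventral minus dorsal markers had a median difference of 0.024 (8 genes each, 7 of each list lower) within their spread. Strain background elsewhere in the genome, reads shared between neighbouring paralogs and an effect of Mex3a on receptor choice may each explain the pattern and stay open.

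Mex3b and Mex3c, paralogs of Mex3a, were higher in cKO by 0.61 and 0.46 log2 on lysate means. Adjusted p was 0.15 and 0.211 in the main test, and 0.0309 and 0.0406 with voom on whole reads. Over alternatives that gave an adjusted p, Mex3b ranged from 0.0147 to 0.239 and Mex3c from 0.0366 to 0.342. Reads shared with Mex3a would make them fall with it, and Mex3b rose by 0.61. Without scaling or under quantile normalization the lowest rise was 0.42. With GC content and length removed the smaller rise was 0.49. Mex3d, another paralog, rose by 0.335 (adjusted p = 0.375 in the main test and 0.196 with voom). It passed in no alternative (lowest adjusted p = 0.0745). A compensating rise of Mex3b and Mex3c is a hypothesis that these tests leave standing. It was found and tested on the same data.

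Genotype changes on lysate means followed transcript length (Spearman's rho = -0.194 across 15484 genes) and GC content (rho = 0.239). Between lysates of a genotype the largest values in size were 0.0445 and 0.0308. In single fractions, differences between lysates of a genotype reached a rho of -0.13 for length, and for GC content -0.122 in WT early and 0.107 in cKO late libraries. The genotype effect had a rho with length of -0.208 in early and -0.127 in late polysomes, and with GC content of 0.103 in early and 0.283 in late polysomes. Late GC content and early length thus lay beyond these lysate differences, and early GC content within them. In size, late length lay within the early difference in WT (-0.13). It lay slightly beyond the late differences, 0.056 in WT and 0.124 in cKO. With 2 lysates per genotype, a difference in library quality and an effect of genotype cannot be told apart.

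Y-linked genes were higher in cKO (median 0.54 log2, 4 of 4 genes) and Xist was lower (-0.73, adjusted p = 0.369 in the main test and 0.0406 with voom). A larger share of male tissue in cKO lysates is a candidate explanation: 4 of 4 X-linked genes that escape inactivation were lower, with a median of -0.19. Sex was not used here, so any genotype difference may include one of sex.

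Some secreted gland transcripts were higher in cKO, led by Mup4 (1.83 with voom, SE 0.16, adjusted p = 0.00304). In the main test on lysate means Mup4 rose by 1.74 (adjusted p = 0.126), and no gland transcript passed. Over alternatives its adjusted p ranged from 0.00179 to 0.224. Of 22 listed gland transcripts 19 were tested, and among 18 with at least 1000 reads changes ran down to -0.21 (SE 0.14) for Obp2b, with an SD of 0.521 between genes. A larger share of all gland tissue would raise these alike, so the spread argues against that as the whole explanation. It does not exclude a larger share of only some glands. A change within gland cells, or one of sex, stays open.

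Some neuronal transcripts, such as Nefl, were lower in cKO. Brain tissue in WT lysates is a candidate source that the data leave open. Of 17 tested bulb and brain transcripts 15 were lower, with a median of -0.16. Doc2g was lowest at -1.32 on 107 reads in all, Gad2 highest at 0.24, and the abundant Mbp was at -0.012 (SE 0.098). The tested 17 of 19 listed genes had a mean TPM of at least 1, so the epithelium may express some of them. Brain tissue and a change within the epithelium cannot be told apart, since the strongest falls rested on few reads and abundant transcripts moved little.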
